# The transcription factor ERG increases expression of neurotransmitter receptors on prostate cancer cells

**DOI:** 10.1186/s12885-015-1612-3

**Published:** 2015-08-27

**Authors:** Haydn T. Kissick, Seung T. On, Laura K. Dunn, Martin G. Sanda, John M. Asara, Kathryn L. Pellegrini, Jonathan K. Noel, Mohamed S. Arredouani

## Abstract

**Background:**

The TMPRSS2-ERG gene fusion occurs in about half of prostate cancer (PCa) cases and results in overexpression of the transcription factor ERG. Overexpression of ERG has many effects on cellular function. However, how these changes enhance cell growth and promote tumor development is unclear.

**Methods:**

To investigate the role of ERG, LNCaP and PC3 cells were transfected with ERG and gene expression and metabolic profile were analyzed.

**Results:**

Our data show that expression of ERG induces overexpression of many nicotinicacetylcholine receptors (*nAChRs*). In addition, metabolic profiling by LC-MS/MS revealed elevated production of several neurotransmitters in cells expressing ERG. Consistently, treatment of ERG-expressing cells with nicotine induced elevated calcium influx, GSK3β (Ser9) phosphorylation and cell proliferation. Finally, we show that PCa patientswho are smokers have larger tumors if their tumors are TMPRSS2-ERG gene fusion positive.

**Conclusion:**

Collectively, our data suggest that ERG sensitizes prostate tumor cells to neurotransmitter receptor agonists like nicotine.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-015-1612-3) contains supplementary material, which is available to authorized users.

## Background

Transcription factor expression and function is commonly disrupted in cancer, leading to the gain or loss of critical characteristics required for tumor development. One such example, found in 50 % of prostate cancers, involves the fusion between the ETS transcription factor ERG with the androgen-regulated gene TMPRSS2, resulting in overexpression of ERG in the prostate epithelium [1]. Overexpression of ERG drives a number of oncogenic effects in prostate cells. For example, ERG co-operates with the PI3K pathway to promote oncogenesis [2, 3]. ERG also increases androgen receptor (AR) binding in mouse prostate, and increases AR transcriptional output in PTEN-deficient prostate cancer patients [4]. ERG-dependent chromatin modification has also been found by many Chip-Seq studies that also revealed that AR binding is significantly altered in ERG-expressing cells [4–6]. ERG may regulate these changes by altering expression of the histone deacetylase, HDAC1, as this is one of the most up-regulated genes in ERG-positive prostate cancer. ERG also induces expression of EZH2, a H3K27 methyl-transferase critically involved in chromatin modification [7]. Additionally, ERG has been found to enhance signaling through the WNT pathway, an event that results in increased activation of β-catenin [8–10]. While these roles suggest an important role for ERG in tumorigenesis, *in vivo* mouse models have found that ERG overexpression alone is insufficient to induce cancer [3, 4]. However, patients with ERG-positive high-grade prostatic intraepithelial neoplasia (HGPIN) are much more likely to progress to prostate cancer [11]. Therefore, the question still remains, if the TMPRSS2:ERG fusion alone is not sufficient to cause cancer, what changes does it induce in prostate epithelial cells to predispose them to become cancerous.

Here we investigated the role of ERG in prostate cancer and found that overexpression of ERG resulted in expression of a number of neurotransmitter receptors. We found that these receptors were functional and treatment of ERG-positive cells with the acetylcholine receptor agonist, nicotine, increased cell growth, calcium signaling and GSK-3β (Ser9) phosphorylation. As a result of this, we measured the polar metabolic profile of ERG-positive cells and found several elevated neurotransmitters. Finally, we found that if patients with TMPRSS2:ERG fusion positive prostate cancer were smokers, they had significantly higher number of biopsy cores positive for cancer, and each core contained a larger proportion of tumor tissue, compared to TMPRSS2:ERG negative smokers, suggesting an increased tumor volume in these patients. Together, these data suggest a novel mechanism by which ERG may contribute to prostate tumorigenesis.

## Materials and Methods

### Patient data & Ethics Statement

Data analyzed in this work was extracted from the BIDMC Early Detection Research Network (EDRN), which enrolled men at 6 clinical practice sites at Harvard, Michigan, and Cornell universities who had undergone their first prostate biopsy were identified. Demographic and pre-biopsy clinical data, including PSA history, digital rectal exam (DRE) results, smoking history, prostate volume and all biopsy procedure details were ascertained on case report forms. Prostate biopsy results were reviewed with reports confirmed by institutional pathologists. Pathology reports included confirmed histology, number of cores and percent of each core involved with carcinoma, and primary and secondary Gleason patterns [12]. Among patients with newly diagnosed (untreated) prostate cancer, TMPRSS2:ERG status was determined using a PCR-based urine TMPRSS2:ERG fusion assay (performed by Gen-Probe, CA) as previously described [13].

All participants had provided written informed consent and all prostate biopsies had been offered according to National Comprehensive Cancer Network (NCCN) guidelines [14].

All research carried out on humans was in compliance with the Helsinki Declaration and approved by the Dana-Farber/Harvard cancer Center Internal Review Board protocol #DF/HCC 05-209.

### Transfection of cells

ERG-RFP or RFP expression was induced in the PC3 and LNCaP cells using a lentiviral transduction system provided by Dr. Owen Witte (UCLA, Los Angeles, CA) as described previously [15].

### Microarray and PCR gene expression analysis

Gene expression was assessed using Affymetrix’s (Santa Clara, CA) GeneChip Human Genome U133 2.0 arrays. Arrays were scanned with the GeneChip Scanner 3000 and GeneChip Operating Software acquired raw fluorescence signal. Scanned array images were analyzed by dChip [16] and CEL file data were normalized using RMAexpress (http://rmaexpress.bmbolstad.com) [17] and annotated using Multiexperiment Viewer software (http://www.tm4.org/mev.html). The data generated have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE55944 (http://www.ncbi.nlm.nih.gov/gds/?term=GSE55944). Primers for select gene subsets were designed using the Primer3 platform (http://bioinfo.ut.ee/primer3/) and analyzed using a StepOnePlus real-time PCR machine from Applied Biosystems (Life Technologies, Grand Island, NY).

### Pathway and Upstream Regulator Analysis

Pathway analysis of the differentially expressed RT-PCR-validated genes (Fig. 2) in ERG- and ERG+ LNCap cells was performed using the commercial systems biology oriented package, Ingenuity Pathways Analysis (www.ingenuity.com). The Score (-log *p*-value) is calculated using Fisher's Exact Test and indicates the likelihood a gene will be found in a network due to random chance. Ingenuity's Upstream Regulator Analysis tool was used to identify the cascade of upstream transcriptional regulators that can explain the observed gene expression changes.

### Metabolomics

Metabolite content measurement in LNCap-ERG^+^ and LNCap-ERG^-^ cells and data analysis was performed as described previously [18–20]. Briefly, 10^6^ cells exponentially growing in media were harvested in 3 mL of cold 80 % v/v HPLC grade methanol. Fresh medium was added 24 and 2 h prior to the extraction. Samples were re-suspended in 20 μL HPLC-grade water for mass spectrometry analysis. 10 μL were injected and analyzed using a 5500 QTRAP triple quadrupole mass spectrometer (AB/SCIEX) coupled to a Prominence UFLC HPLC system (Shimadzu) via selected reaction monitoring (SRM) of a total of 256unique endogenous polar metabolites for steady-state analyses. Peak areas from the total ion current for each metabolite SRM transition were integrated using MultiQuant v2.0 software (AB/SCIEX). Measurements were performed in triplicate and only metabolites that were determined in all 6 samples were retained, normalized and analyzed using MetaboAnalyst2.0 software (http://www.metaboanalyst.ca/MetaboAnalyst/).

### Ca2+ flux

To investigate calcium signaling in prostate cancer cell lines, cells were stained with 1 μM of Fluo-4 AM for 15 min at 37 °C in Hanks Buffered Salt Solution. Cells were then treated with 10 μM solution of nicotine and intracellular Ca^2+^ concentration over time analyzed by flow cytometry (BeckmanCoulter, Galios).

### Pathscan and Western blot analysis of phospho-proteins

Nicotine- or buffer-treated cells were lysed on ice at the various time points with Cell Signaling Technologies cell lysis buffer. Protein concentration was determined using the Thermo Scientific BCA protein assay kit. Analysis of phospho-proteins was performed using Cell Signaling PathScan Akt signaling array (Cat: 9700) as described by the manufacturer’s instructions. Confirmation of PathScan results was performed by western blot. Briefly, protein was separated usingLife Technologies NovexSDS-Page system. Antibodies from Cell SignallingT echnolgy against phospho-GSK3a/b (Ser21/9) (clone 37 F11), β-actin (clone 13E5) and phospho-AKT (Ser129) (clone D4P7F) were used to detect relevant proteins under conditions suggested by the manufacturer.

### Statistics

Statistical analysis was performed using the Student’s *T*-test. *P* values of less than 0.05 were considered significant.

## Results

### ERG overexpression alone induces expression of neurotransmitter receptor genes in LNCaP cells

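The arrays measured RNA of LNCaP, an androgen-responsive prostate cancer cell line, transduced with a lentivirus for ERG with red fluorescent protein or for the fluorescent protein alone. There were 2 arrays labelled LNCaP-ERG and 2 labelled LNCaP-vector. Nothing in the sources used here says whether the 2 arrays of a group came from separate transductions or cultures, so the p-values measure only the spread between these arrays, which may be technical. For ERG itself, an ETS transcription factor, no probe set passed. Its 4 probe sets lay at log2 intensities of 2.65 to 3.58 over all 4 arrays, with log2 fold changes of -0.24 to 0.12. At the brightest of them the mean was 3.36 ± 0.09 (SD, n = 2) in the arrays labelled LNCaP-ERG and 3.45 ± 0.18 (SD, n = 2) in the vector arrays, a log2 fold change of -0.10 (standard error 0.12, adjusted p = 0.84 from limma), and without the first vector array the sign turned (0.035). Genes of other organs, picked beforehand as unlikely in prostate cells, had a median log2 intensity of 3.34 and a 95th percentile of 5.16, so the ERG probe sets read no more than such genes do. Whether these probe sets can read the transduced ERG is not known here, and ERG therefore does not check the labels. The 5 genes that the paper assayed by qRT-PCR in Fig. 2 were all higher in both arrays labelled LNCaP-ERG than in both vector arrays, the direction of the qRT-PCR. HDAC1 and EZH2, chromatin regulators that the paper's introduction links to ERG, had log2 fold changes of -0.03 (standard error 0.07, adjusted p = 0.93) and 0.09 (standard error 0.07, adjusted p = 0.73) from the same test.

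The methods name Affymetrix GeneChip arrays, image analysis with dChip, normalization with RMAexpress and annotation with Multiexperiment Viewer. The sources used here do not state the scale of the authors' values. Their medians of 14.0 to 14.4 and maxima of 14962 to 15344 per array are those of a linear scale, too wide for log2 values, so they were taken to log2. Of the 51965 probe sets, 39466 name 1 gene, 838 name several and 11661 name none in the platform annotation used here. Each gene was represented by its probe set with the highest mean over the 4 arrays, which left 19583 genes. Over these genes the 2 arrays labelled LNCaP-ERG differed by an SD of 0.19 on the log2 scale (Pearson r = 0.998) and the 2 vector arrays also by 0.19 (r = 0.998), while arrays of different groups differed by 0.19 to 0.24. Groups were compared with limma's moderated test and Benjamini-Hochberg adjustment over all genes. The number of arrays limits the precision.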

To investigate how expression of ERG alters the function of prostate cancer cells, LNCaP cells were transduced with ERG or a control lentivirus, and transcriptional and metabolic profiling was undertaken. Transcriptional profiling found that amongst the genes up-regulated by ERG were a number of neurotransmitter receptors. 

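With 1 probe set taken per gene and all 4 arrays, the largest rise was in DDC, the aromatic L-amino acid decarboxylase that makes dopamine and serotonin. It was 3.30-fold higher in the arrays labelled LNCaP-ERG, at a log2 intensity of 9.64 ± 0.001 (SD, n = 2) against 7.92 ± 0.03 (SD, n = 2) in the vector arrays (log2 fold change 1.72, standard error 0.08, adjusted p = 0.038 from limma). PEG3, an imprinted zinc finger gene, fell 2.87-fold, from 10.01 ± 0.03 to 8.49 ± 0.03 (SD, n = 2 in each group; log2 fold change -1.52, standard error 0.08, adjusted p = 0.038). These 2 were the genes past an adjusted p of 0.05, 1 in each direction, both beyond 2-fold, with 1 probe set taken per gene. With all 39464 named probe sets tested and adjusted together, a setting chosen after seeing the data, none passed (1695 higher and 1739 lower at an unadjusted p under 0.05). The adjusted p was then 0.085 for DDC and 0.086 for PEG3, within ranges of 3.0e-05 to 0.50 for both over the adjusted settings that keep all 4 arrays. The second DDC probe set, dim in every array, had a log2 fold change of 0.06, and the mean of the 2 had 0.89. By such means DDC was no longer the largest rise: BCHE had 1.60, TARP 1.38 and UGT2B17 1.29. Without the first array labelled LNCaP-ERG, BCHE (1.723) and DDC (1.721) were level.

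The other genes with the largest log2 fold changes and no overlap between the groups did not pass here, though most did under some alternatives. Of these 24 genes, DDC and PEG3 included, 21 passed with trended and robust moderation and all 24 with housekeeping centring. Without the dimmer genes 15 passed, and the rest were left out as dim and not tested. With plain probe sets 3 passed, and TARP, PEG3-AS1 and CD24 had no value. With the mean of probe sets 10 passed, and with quantile normalization again 3. None passed with the replicate block, the methods' t-test after Benjamini-Hochberg adjustment, an array left out or all probe sets together. Upward, these were BCHE (1.60, adjusted p = 0.086), the butyrylcholinesterase that splits choline esters, TARP (1.38, adjusted p = 0.053), a prostate transcript of the T cell receptor gamma locus, UGT2B17 (1.29, adjusted p = 0.12) and UGT2B15 (0.89, adjusted p = 0.19), which glucuronidate androgens, and SCNN1G (1.16, adjusted p = 0.056), a sodium channel subunit. ST8SIA4 (1.21), LOC100506405 (0.94), RDH10 (0.91), CD24, RASSF2 (0.84) and GRIK2 had adjusted p-values of 0.12 to 0.22. The probe sets used for UGT2B15 and TARP are of a kind whose probes may also match related transcripts. TARP and PEG3-AS1 have 1 probe set each and none of the plain kind. Another UGT2B15 probe set of the first kind had a log2 fold change of 1.12. The UGT2B15 probe set of the plain kind, dim in every array, had -8.78e-04. Downward, these were ODAM (-2.06, adjusted p = 0.056), THSD7A (-1.74, adjusted p = 0.12), PEG3-AS1 (-1.66, adjusted p = 0.12), the antisense transcript of PEG3, DPP4 (-1.25, adjusted p = 0.18), a cell surface peptidase, COL12A1 (-1.24, adjusted p = 0.19), EFNB2 (-1.21, adjusted p = 0.057), an Eph receptor ligand, and CSGALNACT1 (-1.21, adjusted p = 0.16). RIPOR2 (-1.16), PDE3A (-1.15), CADPS2 (-1.01) and SLC4A4 (-0.98) had adjusted p-values of 0.12 to 0.22. Of the genes named here, CD24, ODAM, THSD7A, PEG3-AS1 and CSGALNACT1 had 1 group mean below 5.16, the 95th percentile of genes of other organs. ST8SIA4, LOC100506405, GRIK2, DPP4 and PDE3A had both below it. The values of these genes are measured changes near background and give no exact size or order.

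At an unadjusted p under 0.05, 1098 genes were higher and 804 lower, where chance gives about 979 in all. The number past the adjusted threshold depended on the settings: 48 genes were higher and 41 lower with trended and robust moderation of the variance, 31 and 23 without the dimmer genes, and 25 and 27 with the arrays centred on housekeeping genes. No gene passed when any 1 array was left out. These fits have 1 residual degree of freedom, and the lone array of a group is assumed to vary like those of the other group. The log2 fold changes were then 1.70 to 1.75 for DDC and -1.54 to -1.50 for PEG3.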

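Among the measured receptors of Table S1, those with the highest log2 fold changes on the arrays were GRIK2, a kainate receptor subunit, and ADRA2A, an alpha-2 adrenergic receptor. ADRA2A was 1.74-fold higher in the arrays labelled LNCaP-ERG, at a log2 intensity of 8.94 ± 0.04 (SD, n = 2) against 8.15 ± 0.07 (SD, n = 2) in the vector arrays (log2 fold change 0.80, standard error 0.08, adjusted p = 0.13 from limma). GRIK2 had a log2 fold change of 0.84 (standard error 0.08, adjusted p = 0.12), at 5.02 ± 0.01 against 4.19 ± 0.03 (SD, n = 2 in each group), both means below 5.16, the 95th percentile of genes of other organs. The lowest log2 fold change in Table S1's list was that of GRIN3A, an NMDA receptor subunit, at -0.58 (adjusted p = 0.34). GRIN2A, another, had 0.39 (adjusted p = 0.33), and both also lay below that percentile in both groups. The values of GRIK2, GRIN3A and GRIN2A are measured changes near background and give no exact size or order.

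Of the 38 acetylcholine, adrenergic and glutamate receptors of Table S1, a list the study drew up for qRT-PCR, 35 were measured and the others were not analysed here. Over all genes, limma called none of the 35 higher and none lower at an adjusted p under 0.05. At an unadjusted p under 0.05 it gave 5 higher and 2 lower, and the methods' t-test gave 5 higher and 1 lower, with none left after Benjamini-Hochberg adjustment. Adjusted over the list alone, GRIK2, ADRA2A and GRIN2A were higher and GRIN3A was lower. As a set the receptors had a median log2 fold change of 0.06, with 22 above 0 and 13 below (limma's camera, adjusted p = 0.24 over 30 lists, and adjusted p = 0.62 with an estimated correlation). This median ran from 0.016 to 0.11 with single arrays left out.

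The nicotinic receptor subunits CHRNA3, CHRNB1, CHRNB2 and CHRNB4 had log2 fold changes of 0.39 (standard error 0.09, adjusted p = 0.37), 0.12 (standard error 0.10, adjusted p = 0.73), -0.04 (standard error 0.12, adjusted p = 0.95) and -0.08 (standard error 0.08, adjusted p = 0.78). The adrenergic receptor ADRA1D had 0.19 (adjusted p = 0.56), and the glutamate receptor subunits GRIA2 and GRIN1 had -0.02 (adjusted p = 0.97) and -0.16 (adjusted p = 0.81). The second ADRA1D probe set had -0.12, and the mean over its probe sets had 0.03. The other GRIN1 probe sets had -0.24, -0.13, 0.01 and 0.05, and the mean over its probe sets had -0.09. Without the second array labelled LNCaP-ERG, CHRNB2 and GRIN1 were at 0.055 and 0.084; without the first, GRIA2 was at 0.066; and without the second vector array, CHRNB2 and GRIA2 were at 0.081 and 0.062. ADRA1D and CHRNB1 kept their sign with single arrays left out, at 0.11 to 0.27 and 0.041 to 0.19. Most receptors were dim: only ADRA2A, GRIK5 and CHRNA5 had a group mean above that percentile.

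Of the 6 probe sets of GRIK2 and the 3 of CHRNA3, 1 each gave these changes, and the mean over a gene's probe sets had log2 fold changes of 0.13 for GRIK2 and 0.00 for CHRNA3. ADRA2A passed with trended and robust moderation (adjusted p = 0.0031), without the dimmer genes (adjusted p = 0.018) and with housekeeping centring (adjusted p = 0.017), where GRIK2 passed too (adjusted p = 0.011), and the adjusted p over the settings that keep all 4 arrays ran up to 0.54 for ADRA2A and 0.64 for GRIK2. From the arrays the paper went on to assay receptors one by one with qRT-PCR.

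**Figure D1:**
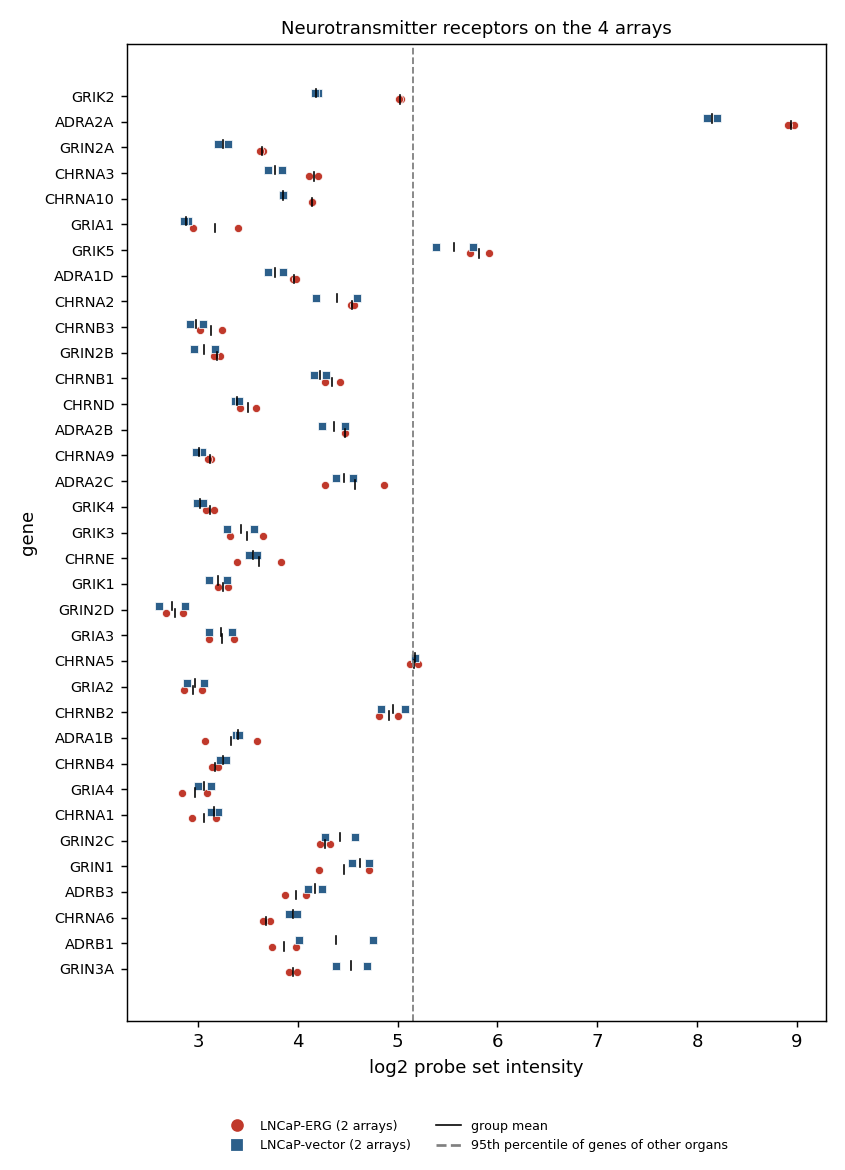
Log2 probe set intensity (x axis) of the 35 receptors of Table S1 that were measured (y axis, ordered by log2 fold change from GRIK2 at 0.84 to GRIN3A at -0.58). Circles are the 2 arrays labelled LNCaP-ERG, squares the 2 vector arrays, short lines the group means, and the dashed line is the 95th percentile of genes of other organs, 5.16; ADRA2A lies far to its right, at 8.15 in the vector arrays.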

To further investigate how expression of neurotransmitter receptors was changed by ERG, we profiled all known acetylcholine, and glutamate receptors by qRT-PCR (See Additional file 1). The nicotinic acetylcholine receptors, CHRNB1, CHRNB2, CHRNB4 and CHRNA3 all increased from an undetectable level in control LNCaP to high levels of expression in LNCaP-ERG cells (Fig. 1a). Similarly, the adrenergic receptors, ADRA2A and ADRA1D, and the glutamate receptors, GRIA2 and GRIN1 were all highly up-regulated in the ERG-positive cells (See Additional file 1: Table S1 for full neurotransmitter expression data). Similar increase in expression of these genes was observed in ERG-positive PC3 cells and additionally, VCaP cells express far greater levels of all these neurotransmitter receptors than either wild-type LNCaP or PC3, further supporting the hypothesis that ERG induces expression of these genes. To predict the potential implications of CHRN receptor overexpression in LNCap cells, we used the qRT-PCR data mentioned above to perform an *in silico* analysis using the Ingenuity Pathway Analysis tool. Our analysis revealed significant dysregulations in many known neuronal signaling pathways. These include Calcium Signaling, Glutamate Receptor signaling, Neuropathic Pain Signaling In Dorsal Horn Neurons, Synaptic Long Term Potentiation, G-Protein Coupled Receptor Signaling, and Dopamine-DARPP32 Feedback in cAMP Signaling (Fig. 1b). Likewise, upstream regulator analysis of the same PCR data identified patterns that mimic the action of nicotine, dopamine, kainic acid, flupenthixol, ethanol, beta-estradiol and Brain-derived neurotrophic factor (Fig. 1c). In addition to these neurotransmitter receptors, several other genes associated with nervous system were upregulated including CD24, the neural stem cell marker was one of the most highly up regulated genes, as was the neural transcription factor TOX3 (Fig. 2). These genes were also increased in PC3 cells transfected with ERG, as well as being highly expressed in VCaP, a cell line that naturally expresses the TMPRSS2:ERG fusion (Fig. 2).

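CD24, a surface glycoprotein used as a neural stem cell marker, had a log2 intensity of 5.67 ± 0.20 (SD, n = 2) in the arrays labelled LNCaP-ERG and 4.82 ± 0.02 (SD, n = 2) in the vector arrays. The vector mean lies below 5.16, the 95th percentile of genes of other organs, so the size of the change is uncertain. The log2 fold change as measured was 0.84 (standard error 0.11, adjusted p = 0.22 from limma). TOX3, a neural transcription factor, was 1.29-fold higher in the arrays labelled LNCaP-ERG, at 6.92 ± 0.20 against 6.56 ± 0.11 (SD, n = 2 in each group), a log2 fold change of 0.37 (standard error 0.12, adjusted p = 0.46) and an upward rank of 167 among the 9896 genes above that percentile in both groups (412 among all 19583). The chemokine receptor CXCR7, named ACKR3 in the annotation, had a log2 fold change of 0.52 (standard error 0.11, adjusted p = 0.35), from 9.82 ± 0.10 to 10.33 ± 0.17 (SD, n = 2 in each group), and an upward rank of 53 among those genes (111 among all). Its other 2 probe sets differed, with 0.92 (from 6.08 to 7.00) and, dim in every array, -0.15. All 3 genes were higher in both arrays labelled LNCaP-ERG than in both vector arrays, and none passed the adjusted threshold.

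Of 23 neural progenitor and neuronal genes, listed before the data were examined and including CD24 and TOX3, 22 were measured and none passed over all genes by limma, with 5 higher and 1 lower at an unadjusted p under 0.05. Adjusted over the list alone, CD24 was higher and MAP2, a dendritic microtubule protein, was lower (log2 fold change -0.59, adjusted p = 0.014 over the list). GAP43, a growth cone protein, and NLGN1, a synaptic adhesion protein, had log2 fold changes of 0.57 (adjusted p = 0.39) and 0.59 (adjusted p = 0.45) over all genes, both below that percentile in both groups. The list as a set had a median log2 fold change of 0.05 (limma's camera, adjusted p = 0.29). This median ran from 0.042 to 0.11 with single arrays left out.

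The 5 probe sets of CD24 differed. Those with log2 fold changes of 0.84, 0.92 and 0.11 are of a kind whose probes may also match other transcripts, and the remaining ones had 0.08 and 0.31. The mean over all 5 had 0.45 (adjusted p = 0.26), and with housekeeping centring CD24 passed at an adjusted p of 0.032, within a range of 0.032 to 0.60 over the adjusted settings that keep all 4 arrays. The 4 probe sets of TOX3 had 0.06, 0.24, 0.37 and 0.43, the last 3 of them of that same kind.

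**Figure D2:**
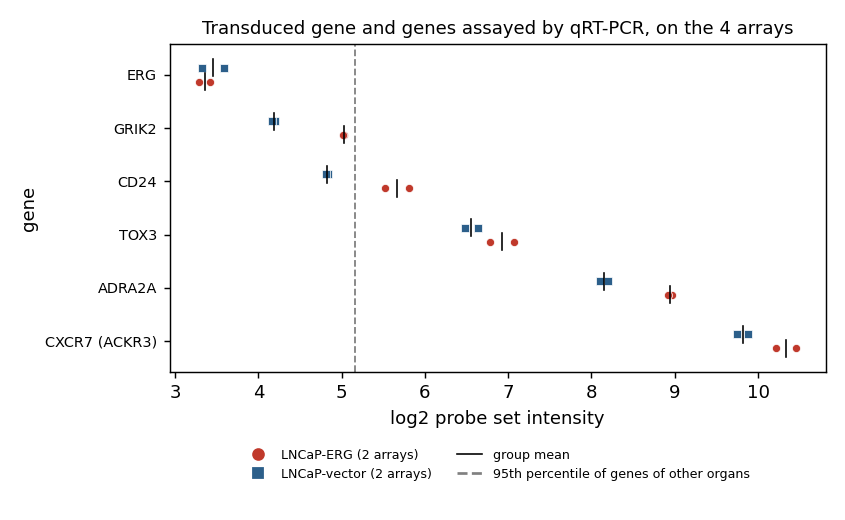
Log2 probe set intensity (x axis) of ERG and of the 5 genes that the paper assayed by qRT-PCR in Fig. 2 (y axis). Circles are the 2 arrays labelled LNCaP-ERG, squares the 2 vector arrays, short lines the group means, and the dashed line is the 95th percentile of genes of other organs, 5.16; the groups of ERG overlap and those of the other genes do not.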

**Fig. 1:**
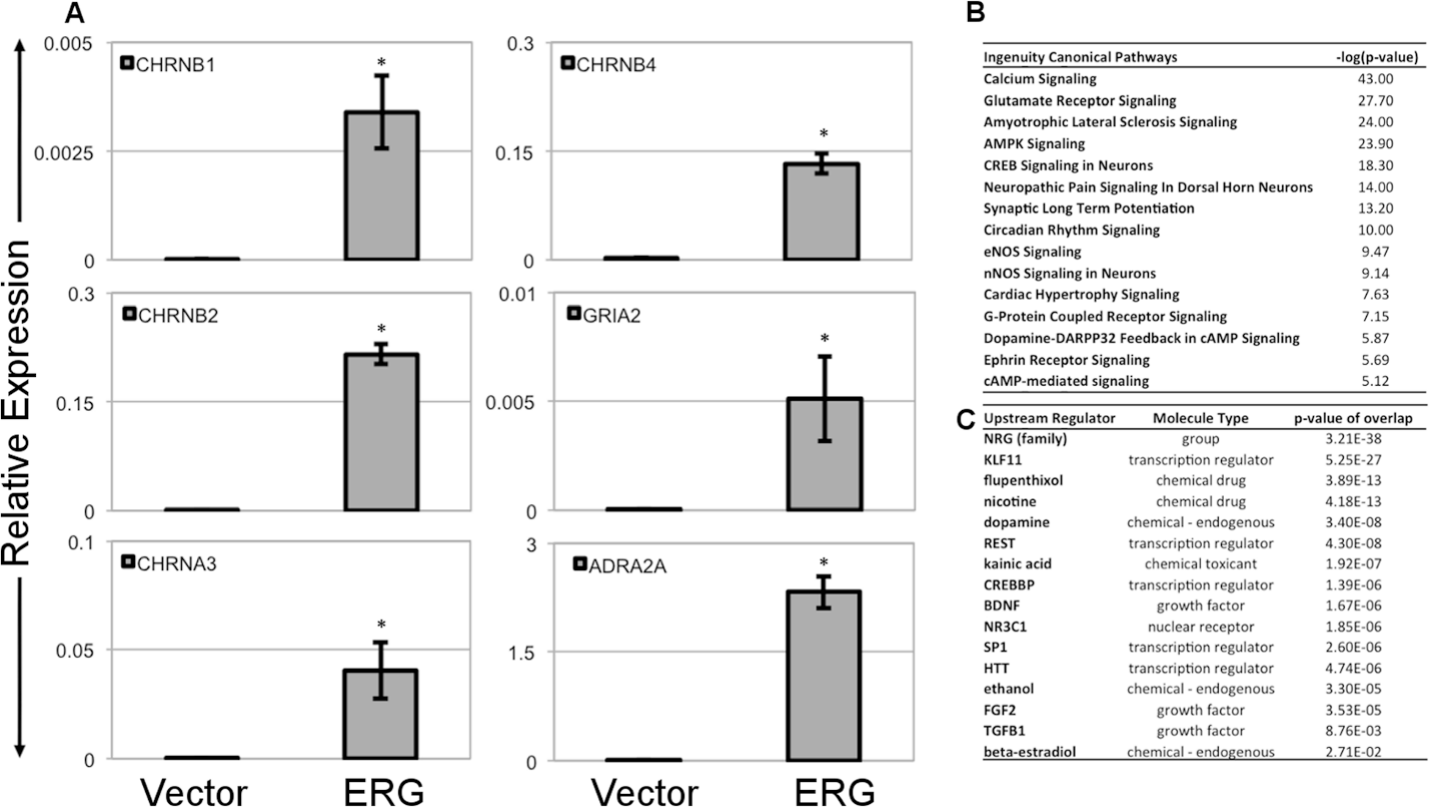
Gene expression of select neurotransmitter receptors in ERG-expressing and control prostate cancer cell lines. **a** PCR analysis of LNCaP cells expressing ERG or vector control. Data is representative of 2 experiments. *P < .05 for ERG vs. Vector control. Sets of differentially expressed neurotransmitter receptor genes (derived from Additional file 1: Table S1) between ERG+ and control LNCap cells as assessed by qRT-PCR were analyzed through the IPA package. Top dysregulated pathways in ERG+ cells (**b**) and predicted alterations in upstream regulators (**c**) are shown

**Fig. 2:**
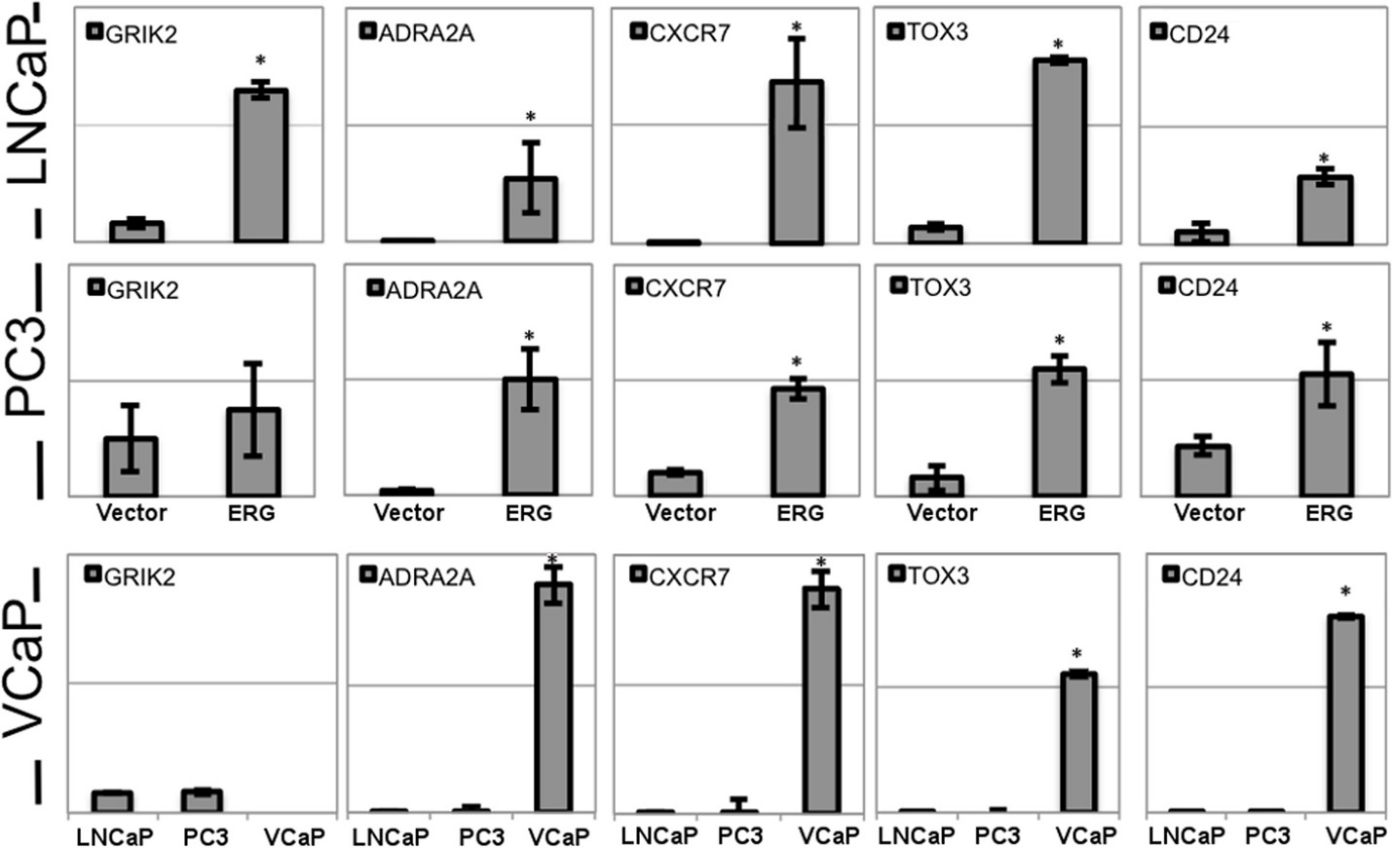
Gene expression in ERG expressing prostate cancer cell lines.qRT-PCR analysis of LNCaP or PC3 cells expressing ERG or vector control. VCaP expression of the same genes analysed compared to WT LNCaP or PC3 cells. Data is representative of 2 experiments. *P < .05 for ERG vs. Vector and Vcap vs. LNCap and PC3

### ERG expression significantly alters the metabolic profile in LNCap cells

To further investigate changes in the prostate cancer cells after ERG induction, we analyzed the metabolic profile of the cells using high-throughput tandem mass-spectrometry (LC-MS/MS) [18]. 256 metabolites were targeted using this method and 52 of these were significantly regulated in the ERG expressing cells (Fig. 2c). Additionally, ERG-positive LNCaP cells clustered significantly compared to controls (Fig. 2b). Energy production and cellular proliferation pathways were enriched in the ERG-positive cells including protein biosynthesis, gluconeogenesis and purine and pyrimidine metabolism (Fig. 3d). Most importantly, metabolites belonging to the excitatory neural signaling pathway were increased. In particular, ERG-positive LNCaP cells had a significant increase in the neuro-transmitting molecules, quinolinate, choline and glutamate (Fig. 3e). Additionally, two other members of the acetylcholine synthesis pathway, CDP-choline and glycerophosphocholine, were significantly increased. Together, these data suggest that ERG induces an increase in expression of neuro-transmitter receptors and production of neuro-transmitting molecules.

**Fig. 3:**
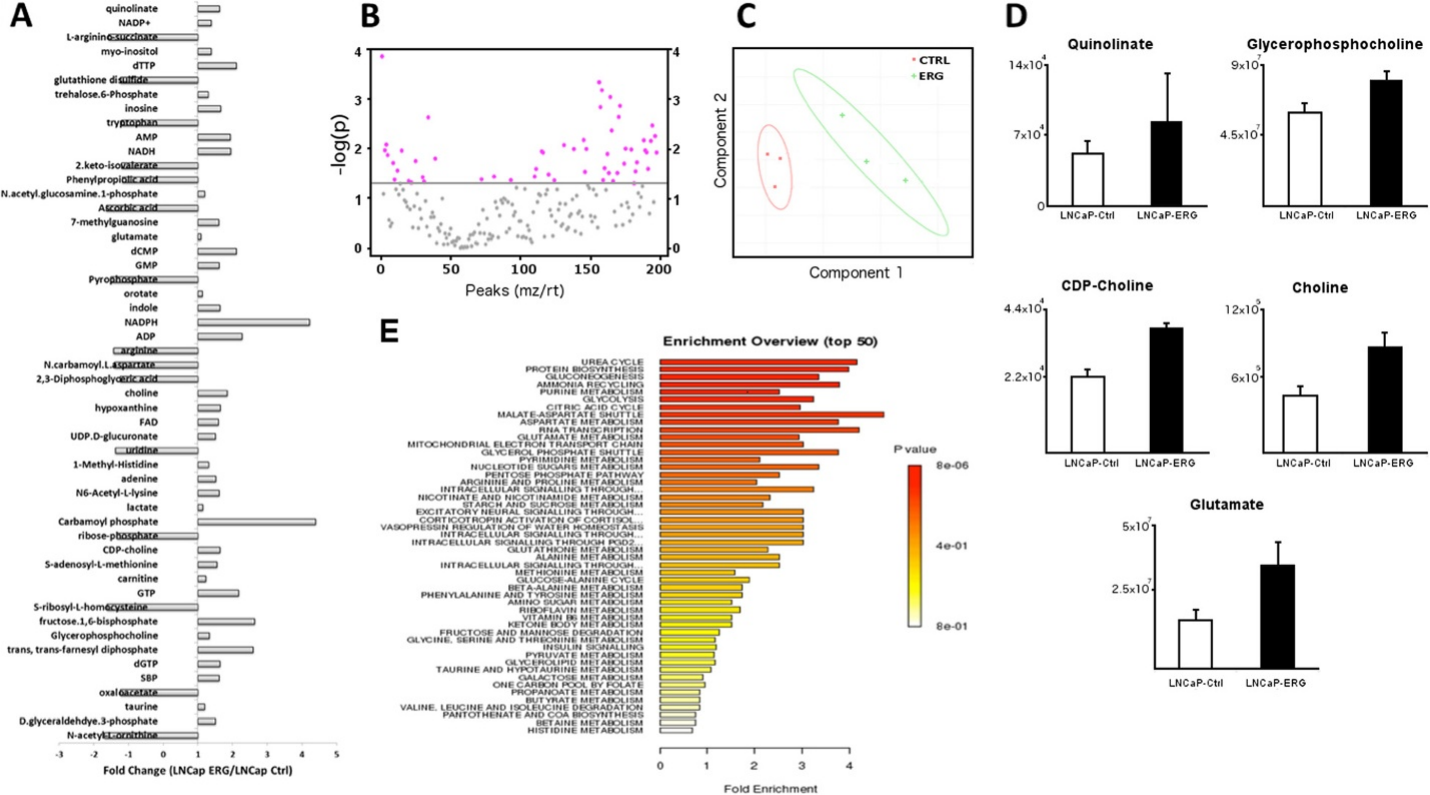
Metabolite and Neurotransmitter production is elevated in LnCap and PC3 cells transfected with ERG. Among the metabolites (see Methods Section) measured by LC-MS/MS, 52 were found to be significantly regulated in ERG+ LNCap as compared to ERG- LNCap (*P* < 0.05). Fold change in production is shown in (**a**) and the *t* test in (**b**). Principal component analysis (PCA) provided evidence for clearly distinct metabolic phenotypes comparing ERG+ LNCap and ERG- LNCap cells (**c**). The 52 metabolites include the neurotransmitters quinolinate, glycerophosphocholine, CDP-choline, choline, and glutamate (**d**). Enrichment analysis identified many metabolic pathways in which the 52 differentially produced metabolites play a role (**e**)

### Nicotine enhances growth of ERG-positive prostate cancer cells and induces Ca^2+^ influx and phosphorylation of GSK3β

Given the over-expression of numerous acetylcholine receptors, we hypothesized that prostate cancer cells would be more responsive to acetylcholine receptor agonists. We investigated the role of nicotine in enhancing the growth of ERG-positive LNCaP cells. ERG-positive LNCaP cells were treated with 10 nM of nicotine or vehicle control, and the number of cells was counted at 24-h intervals using cell imaging cytometry. Growth of the LNCaP-ERG cells treated with nicotine was significantly faster than controls with an average doubling time of 59 h compared to 72 h for controls. In contrast, ERG negative cells had no significant change in growth when exposed to nicotine (Fig. 4a). Given these change in growth kinetics of ERG expressing cells in response to nicotine, we investigated downstream signaling events of nicotine exposure. Nicotine treatment induced a significant increase in intracellular Ca^2+^ after 30 s in ERG expressing cells compared to normal LNCaPs (Fig. 4b). To further investigate signaling events, protein isolated from ERG-positive cells treated with nicotine, glutamate or epinephrine was analyzed with a multiplex phospho-signaling array. Of the 18 different proteins measured, only phospho-GSK3βwas increased at all time points following nicotine exposure (Fig. 4c, Additional file 1: Data 2 for all phosphorylation data). Additionally, other neurotransmitter receptor agonists Epinephrine and Glutamate increased GSK3β phosphorylation. Phosphorylation of GSK3βwas further investigated by western blot and a similar response to all neurotransmitters found (Fig. 5d). These findings indicate that over-expression of ERG confers the ability on prostate cancer cells to respond to acetylcholine receptor agonist through normal GPCR signaling pathways.

**Fig. 4:**
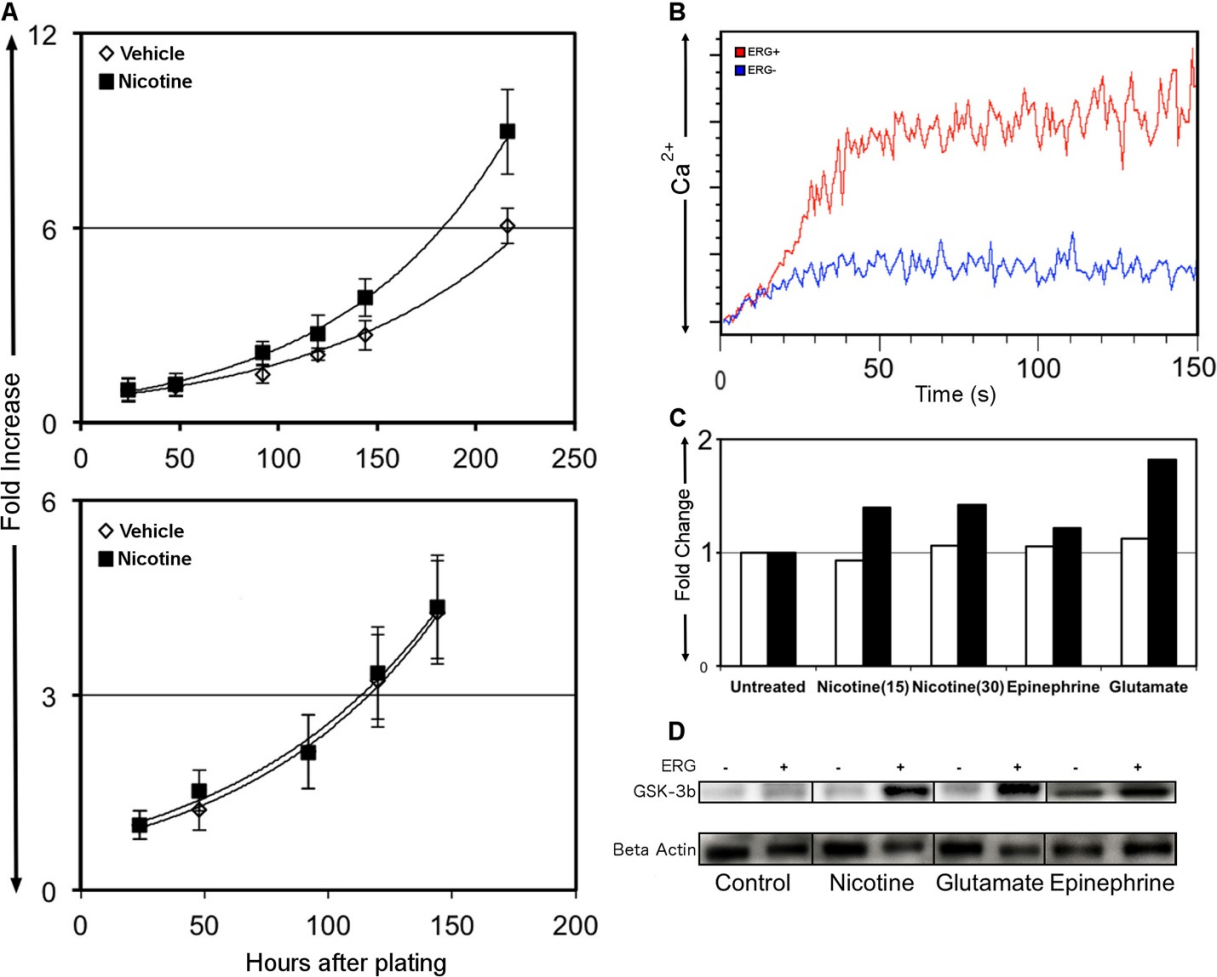
Treatment of LnCaP-ERG cells with nicotine enhances cell growth rate, calcium flux and phosphorylation of GSK-3β. **a** LNCaP cells transfected with ERG or a control Vector were treated with nicotine and growth analysed by cell imaging cytometry. **b** Calcium Flux in cells treated with nicotine. LNCaP cells were stained with Fluo-4 AM. Cells were then treated with nicotine and Calcium determined by flow cytometry. **c** Phospho-protein analysis of nicotine treated cells. Protein was extracted from LNCaP-ERG or LNCaP vector cells treated with nicotine, epinephrine or glutamate and analyzed by Pathscan (**c**) and Western Blot (**d**)

**Fig. 5:**
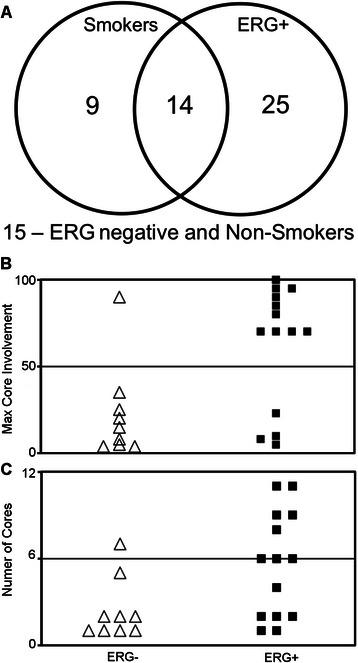
Prostate cancer patients positive for ERG have larger tumors if they are also smokers. **a** Venn Diagram showing smoking history and urine PCR-determined TMPRSS2:ERG gene fusion status of prostate cancer patients from the prostate cancer EDRN cohort. **b**, **c** Histopathological analysis of TMPRSS2:ERG+ tumors from smokers showed a higher number of biopsy cores involved and a higher proportion of core involvement, compared to TMPRSS2:ERG- tumors

### TMPRSS2:ERG^+^ prostate cancer patients that smoke have a larger proportion of biopsy core involvement

Given our findings indicating that ERG-positive prostate tumor cells exhibited expression of neurotransmitter receptors and that nicotine enhanced tumor cell growth *in vitro*, we hypothesized that growth of ERG-positive prostate cancer would be enhanced in patients that smoked. We used data collected from a cohort of patients enrolled through the Early Detection Research Network (EDRN) to correlate biopsy core involvement to ERG and smoking status. Among patients with newly diagnosed (untreated) prostate cancer in this cohort, 62 of these patients had their TMPRSS2:ERG status determined using a urine TMPRSS2:ERG fusion assay (See Additional file 1: Data #1 for all patient data). Of these 62 patients tested, 24 reported being regular smokers and 39 were positive for ERG (Fig. 5a). Interestingly, smokers whose tumors had the TMPRSS2:ERG fusion had a significantly higher number of both biopsy core involvement and total core involvement, compared to patients whose tumors are fusion negative (Fig. 5b and c). Similarly, given a patient was positive for ERG, if they also smoked they had a near significant (0 = 0.055) but no difference in number of cores involved. In contrast, non-smokers had no significant difference in either of these measurements between ERG^-^ and ERG^+^ cancers. No significant difference in Gleason score or T staging was observed between the ERG groups. These data show *in vivo* evidence supporting genomic data that suggested that ERG induced expression of neurotransmitter receptors in prostate cancer cells, and a specific mechanism by which ERG may contribute to tumor development.

## Discussion

Expression of ERG is an early event in prostate cancer tumorigenesis, but alone is insufficient to induce cancer (3, 4). Here we investigated how ERG changed the function of prostate cancer cells by transducing LNCaP and PC3 cells with ERG, and measuring changes in gene expression and metabolic profiles. Amongst the set of genes most significantly changed, we found that expression of ERG in LNCaP and PC3 cells caused up-regulation of acetylcholine and adrenergic receptors (Fig. 1). Additionally, metabolic profiling of these cell lines revealed an increase in the concentration of excitatory neural signaling molecules, choline, glutamate and quinolinate (Fig. 3). To test the functionality of the neuro-transmitter receptors, we treated cells with the acetylcholine receptor agonist, nicotine. Signaling through these receptors induced an increase in Ca^2+^ release, phosphorylation of GSK3β (Ser9) and cell proliferation (Fig. 4). GSK3β phosphorylation at Ser9 is a downstream event of many signal pathways including WNT, AKT, and Ca^2+^ signaling [21]. GSK3β has many effects that could contribute to tumor development. This includes its central function as a regulator of glucose metabolism and cell proliferation [21] and we found that metabolites within both gluconeogenesis and the citric acid cycle were two of the most enriched pathways of ERG expressing cells (Fig. 4). Additionally, metabolites involved in protein biosynthesis, purine metabolism, and pyrimidine metabolism were all increased in ERG expressing cells, suggesting a higher metabolic rate in these cells (Fig. 3). ERG has previously been reported to control phosphorylation of GSK3β (Ser9) by regulating the WNT pathway [8]. However, our data suggests a possible novel mechanism by which ERG regulates GSK-3β; up-regulation of neuro-transmitter receptors leading to an inappropriate response to local neurotransmitters. In addition to these general roles, GSK3βhas been suggested as a contributing factor to prostate cancer cells gaining androgen independence [22]. Together, these findings suggest that ERG may contribute to tumorigenesis through upregulating neurotransmitter receptors and increasing GSK3β phosphorylation and further downstream signaling events.

Given our findings of the increased growth response to nicotine *in vitro*, we investigated whether ERG had a similar effect on increasing susceptibility to nicotine in PCa patients. We found that patients who smoked and had TMRPSS2:ERG positive prostate cancer had a significantly higher number of biopsy cores positive for cancer, and these cores had a higher proportion of cancer involvement (Fig. 5). We acknowledge that the size of this dataset is very small, and the lack of data regarding the quantity and duration of the patients smoking habits, or other unknown confounding variables, make any certain claims about smoking leading to worse outcomes for prostate cancer patients who are ERG positive premature. However, this effect has been reported in many other cancers, in particular in lung cancer where nicotinic receptors regulate proliferation and inhibit apoptosis [23, 24]. More recently, similar effects have been described in bladder, breast and colon cancer [25, 26]. Based on the findings of other cancers and our *in vitro* data, we believe that this patient data carries more weight than an epidemiological study of this size usually would, and suggests that larger epidemiological studies should investigate the link between ERG-positive prostate cancer, smoking and prostate cancer disease outcome.

## Conclusions

In summary, our data indicates that enhanced neurotransmitter receptor expression in ERG-expressing cells translates into elevated responsiveness to exogenously derived molecules like nicotine, or endogenous molecules, glutamate and epinephrine. Also, in silico analysis of the receptor expression data suggests that a similar responsiveness might also develop towards other endogenous molecules known to act on neurons, including dopamine, kainic acid, flupenthixol, ethanol, β-estradiol and Brain-derived neurotrophic factor. It is therefore possible that these molecules might negatively affect ERG^+^PCa if they are present in the tumor microenvironment. Together these data indicate that ERG has effects on cell metabolism and proliferation by increasing cell responsiveness to exogenous neurotransmitter receptor agonists such as nicotine, and possibly to endogenous neurotransmitters.

## Additional file

Additional file 1: **ERG-dependent neurotransmitter receptor expression, pathscan data, and patient tumor pathology scoring.**

## Abbreviations

AR: Androgen receptor
DRE: Digital rectal exam
EDRN: Early Detection Research Network
HGPIN: High-grade prostatic intraepithelial neoplasia
PCa: Prostate cancer
nAChRs: Nicotinicacetylcholine receptors
NCCN: National Comprehensive Cancer Network

How the deposited data were processed for this re-analysis (not part of the article)

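RNA of LNCaP cells transduced with ERG or with a control lentivirus was measured on 4 Affymetrix arrays, 2 labelled LNCaP-ERG and 2 labelled LNCaP-vector. The deposited values are probe set intensities, read as linear from their range. The authors made them from the scanned arrays with dChip and RMAexpress and annotated them with Multiexperiment Viewer. The versions of these programs are not given in the sources used here. Nor are the steps run within RMAexpress, which are usually background correction, quantile normalization and summary by median polish. The methods name the GeneChip Human Genome U133 2.0 array, while all 51965 probe sets carry identifiers of the perfect-match-only form of that design. The metabolite, qRT-PCR, protein, calcium and patient measurements were not analysed here, apart from the receptor values of Table S1 in the closing section.

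The intensities were taken to log2, and 2 probe sets with a missing value were left out. Gene names came from the platform annotation, where 39466 probe sets name 1 gene, 838 several and 11661 none; probe sets of the last 2 kinds were not used. The Entrez identifiers of 39415 of the named probe sets were found in the RefSeq gene table of GRCh38.p14, and none needed a new symbol. No coordinates are given, since no build is named for the array. Of a gene's probe sets, the one with the highest mean over the 4 arrays was used, which gave 19583 genes.

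Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without trend or robust moderation, with 2 residual and 3.23 prior degrees of freedom. P-values were adjusted by Benjamini-Hochberg over all genes, the threshold was an adjusted p of 0.05, and a log2 fold change of 1 was the size threshold. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated one, adjusted over 30 lists that were written before the data were examined. A further list of 34 measured genes of other organs gave the level of genes that are not used, and 22 housekeeping genes were used for one of the alternatives. The correlation with Table S1 was tested with 100000 permutations in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

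The genes named were fixed by rule: every gene for which the paper gives an expression change, HDAC1 and EZH2, the 12 largest changes in each direction with no overlap between the groups (named as not passing where they did not), up to 4 members with the smallest p and any passing member of each list described, and the receptors of Table S1 with the highest and lowest change. The values of Table S1 had been seen when the rule was written. Other genes are named with the words that they were chosen after their values were seen.

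The fit was tested on simulated arrays with the 4 arrays' gene means and the prior spread of the real fit. Of 200 genes changed among 19583 in each of 20 runs, 82.0% were recovered at a log2 change of 1 and 98.2% at a log2 change of 2. None had the wrong sign, and 5.33% of calls were false. So many strong changes make the adjusted threshold easier to pass. The real arrays had 6 genes higher and 11 lower by a log2 change of at least 1 without overlap, and 2 passed. The simulated rates therefore do not give the power of the real fit. A list of 20 genes shifted by 0.30 passed camera at a p of 0.05 in all 20 runs and an unshifted list in 0. That p was not adjusted over the 30 lists.

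The alternatives were trended and robust moderation, leaving out genes below the median intensity, the mean of a gene's probe sets, probe sets of the plain kind, quantile normalization again, centring on housekeeping genes, the replicate number as a block, the methods' t-test, and leaving out each array in turn. The paper's statistics section names a Student test for the whole paper, with no statement on the arrays. Arrays have no read depth: the number of arrays and the signal over background limit the precision.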

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

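All tests of explanations given here were chosen after the results were seen. The paper does not discuss DDC or PEG3, which passed limma's test with log2 fold changes of 1.72 and -1.52, each with both arrays of a group on one side of both arrays of the other. Neither passed without any 1 of the 4 arrays, where the adjusted p was 0.15 to 0.36 for both, while the log2 fold changes stayed at 1.70 to 1.75 for DDC and -1.54 to -1.50 for PEG3. Nor did they pass with all probe sets tested and adjusted together (adjusted p = 0.085 and 0.086), a setting with all 4 arrays. The fits without an array have 1 residual degree of freedom, and the lone array of a group is assumed to vary like those of the other group. Nor does it discuss the array values of 5 gene lists that passed camera with a preset correlation: stress response genes (median log2 fold change -0.25), androgen receptor target genes (-0.16), cell cycle genes (-0.12), genes of glutamate synthesis, use and transport (-0.11) and hypoxia response genes (0.13). With single arrays left out, the medians of the stress, androgen and cell cycle lists ran from -0.25 to -0.22, -0.15 to -0.11 and -0.15 to -0.11. Those of the glutamate and hypoxia lists ran from -0.17 to -0.068 and 0.094 to 0.17. None of the 5 passed with an estimated correlation (adjusted p = 0.62 for each). That version rests on 2 residual degrees of freedom. Its smallest unadjusted p was 0.030, for the stress list, where camera with the preset correlation gave 1.6e-07. After adjustment over 30 lists it could hardly pass, so its failure does not decide whether these lists changed. The 1902 genes at an unadjusted p under 0.05 compare with 843 at most in the 2 other ways of splitting the 4 arrays into pairs. The real split was the 1 of 3 with that many, and 3 splits are too few for a share under 0.05.

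ERG was not higher in the arrays labelled LNCaP-ERG at any of its 4 probe sets by the 2-fold threshold (0 of 4), and all 4 lay below the 95th percentile of genes of other organs in every array. An exchange of the labels of the groups is argued against only weakly by the genes of Fig. 2. Of these, 5 of 5 were higher in both arrays labelled LNCaP-ERG, as in the paper's qRT-PCR. The paper does not state how these genes were chosen. If they were picked for rising on the same arrays, the agreement is partly built in. It stays open whether the probe sets read the transduced ERG at all, since no probe sequences were used here and a count of 0 cannot separate a probe set that misses the transgene from a transgene that is not made. Low ERG activity in these cultures stays open too. The 19 genes known to be high in ERG-positive prostate cancer or to be targets of ERG had a median log2 fold change of 0.07. Camera gave these genes an adjusted p of 0.38, and of 0.77 with an estimated correlation, a version that could hardly pass here. None passed limma over all genes, with 4 higher and 2 lower at an unadjusted p under 0.05, and VIM (0.55) was higher adjusted over the list alone (adjusted p = 0.016); FZD4 (-0.40), MMP9 (0.29) and SOX9 (-0.39) came next by p, with FZD4 and MMP9 in both groups and SOX9 in 1 group below that percentile.

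The receptor changes were far smaller on the arrays than in Table S1. Of the 9 measured receptors over 100-fold in Table S1, 5 of them with the lowest control value of that table, 8 lay at or below the 95th percentile of genes of other organs in both groups. A floor of the arrays may thus hide changes in these 8. The percentile rests on 34 genes, and at their 90th percentile, 4.21, the count is 5. For ADRA2A a floor common to the array is argued against: it lay 2.99 above that percentile on the log2 scale in the vector arrays, where the SD was 0.07, and still changed by 0.80, where the paper's fold would be 11.23 on the log2 scale. The brightest of the 34 genes, MBP, however, read 8.16, as high as ADRA2A in the vector arrays. Whether this reading is background or expression of MBP in these cells was not tested. A background of single probe sets is thus not excluded for ADRA2A. In LNCaP-ERG, ADRA2A was the highest of the 35 measured receptors in both assays. In control cells it was so only on the arrays. Table S1 gives it 9.66e-04 there, below CHRNA5, the highest of the measured receptors at 0.185. A rise of 11.23 from 8.15 would also pass the brightest probe set of any array, so the arrays could not show the paper's full fold. What separates the assays for ADRA2A stays open.

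The amino acid and endoplasmic reticulum stress genes had the largest shift of the lists, and they passed with a preset correlation and not with an estimated one (adjusted p = 0.62). Scaling of the arrays by one factor each is argued against, since it would move housekeeping genes alike, and the 22 of these had a median log2 fold change of 0.0062 (SD over the genes 0.091). A single deviating array is argued against as well, since the median was -0.22 or lower whichever array was left out. A difference in density or medium between the cultures of the 2 lines would follow the groups as ERG does, and neither was tested.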

How the results depend on the processing

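The signs of DDC and PEG3 held under every alternative. Both passed under trended and robust moderation, the filter on dim genes, the mean of probe sets (where DDC was at 0.89), plain probe sets, a second quantile normalization and housekeeping centring, and neither passed under the block, the adjusted t-test or with an array left out, settings with fewer degrees of freedom or no shared spread, nor with all probe sets tested together, a setting chosen after seeing the data that adjusts over 39464 tests and gave 0 and 0 (0 and 0 beyond 2-fold). Against 1 gene higher and 1 lower (1 and 1 beyond 2-fold), there were 48 and 41 (6 and 11) with trended and robust moderation, 31 and 23 (5 and 6) with the filter, 6 and 8 (3 and 4) with the mean of a gene's probe sets, 25 and 27 (6 and 11) with housekeeping centring, and 858 and 737 (6 and 11) with the methods' t-test at an unadjusted p under 0.05, against 0 and 0 (0 and 0) after adjustment. Plain probe sets gave 1 and 2 (1 and 2), and quantile normalization again gave 2 and 1 (2 and 1). Without single arrays the counts were 0 to 0 in each direction. The filter tests fewer genes, 9792; for the other settings the cause was not tested. The 2 genes were among the calls in each setting that made calls.

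Receptors higher numbered 0, against 1 with trended and robust moderation, 1 with the filter, 2 with housekeeping centring and 5 with the methods' t-test at an unadjusted p under 0.05, which also called 1 lower (main value 0). CD24 (0.84) passed with housekeeping centring (0.83) and with that t-test unadjusted (0.84). The cause was not tested. CD24 and ERG lie below the median and have no value under the filter, nor has CD24 with plain probe sets. TOX3 did not pass in any setting run. Log2 fold changes with single arrays left out ran from -0.23 to 0.035 for ERG, 0.70 to 0.98 for CD24, 0.23 to 0.51 for TOX3, -0.16 to 0.081 for CHRNB2 (0.055 and 0.081 where its sign turned), -0.11 to 0.066 for GRIA2 (0.066 and 0.062) and -0.41 to 0.084 for GRIN1. With plain probe sets UGT2B15 was at -8.78e-04.

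Of 30 lists, 5 passed camera, against 10 with the filter, 0 with an estimated correlation and 3 to 4 with single arrays left out. The stress and cell cycle lists passed in all settings run but the estimated correlation. The androgen list also failed without LNCaP-vector replicate 1 (adjusted p = 0.065), the hypoxia list without LNCaP-ERG replicate 2 (0.10) or LNCaP-vector replicate 1 (0.17), and the glutamate list in 4 further settings. The hypoxia (0.065) and glutamate (0.28) lists also failed without the members shared with another passing list, a setting chosen after seeing the data. The rank correlation with Table S1 was 0.10. It was -0.031 with the mean of probe sets, 0.16 with plain probe sets (34 receptors) and 0.07 to 0.14 with single arrays left out. The cause was not tested.

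Arrays with the same replicate number deviated from their group means with a correlation of 0.08, and the labels give them only a shared number. With the replicate number as a block, 0 genes were higher and 0 lower (0 and 0 beyond 2-fold), with 1 residual degree of freedom, and 5 lists passed. Signal over background limits the receptors: 3 of 35 lay above the 95th percentile of genes of other organs, too few for a rank correlation to pass.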

Differences from the paper's values

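The paper's fold changes for receptors in LNCaP-ERG over control cells are those of Table S1, measured by qRT-PCR, and the values set beside them here are array folds, so the assays differ. The paper's 24436-fold for CHRNB2 stands beside 0.972 on the arrays, the paper's 4586-fold for CHRNA3 beside 1.31, the paper's 158.9-fold for CHRNB1 beside 1.08, and the paper's 31.4-fold for CHRNB4 beside 0.945. For the adrenergic receptors, the paper's 2405-fold for ADRA2A stands beside 1.74 and the paper's 421-fold for ADRA1D beside 1.14. For the glutamate receptors, the paper's 581-fold for GRIA2 stands beside 0.985, the paper's 232-fold for GRIN1 beside 0.893, and the paper's 3.98-fold for GRIK2 beside 1.79. CHRNB2, CHRNA3, ADRA1D, GRIA2 and GRIN1 have exactly the same control value in Table S1, 8.82e-06, the lowest there, and the paper calls the control levels of the nicotinic subunits undetectable, so these 5 folds depend on that value. On the arrays, all of these genes but ADRA2A lay below the 95th percentile of genes of other organs in both groups. Each measured pair differs by over 1.5 times under every alternative set before the data were examined that gives the gene a value. No alternative brought one within that range. For all of these genes but ADRA2A, signal near background may hide a change. Their array folds therefore cannot settle whether the RNA changed less than Table S1 gives.

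The paper states that receptors were among the genes ERG raised on the arrays. Over the 35 measured receptors of Table S1, 22 had a log2 fold change above 0 on the arrays and none passed limma at an adjusted p under 0.05, where Table S1 has 34 of the 35 higher. The paper names a Student test at p under 0.05 for its analyses as a whole and no fold threshold, with no statement on the arrays. ADRA2A passed with trended and robust moderation, with the filter on dim genes and with housekeeping centring, GRIK2 with housekeeping centring, and ADRA2A, GRIK2, GRIN2A, CHRNA3 and CHRNA10 with the methods' t-test at an unadjusted p under 0.05, which also called CHRNA6 lower (log2 fold change -0.26). CHRNB2, CHRNB4, GRIA2 and GRIN1, which the paper reports as raised by qRT-PCR, had log2 fold changes of -0.04, -0.08, -0.02 and -0.16.

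The paper puts CD24 and TOX3 among the genes raised most and cites Fig. 2, which is qRT-PCR. The ranks given here are of array values, so the measures differ. By upward log2 fold change TOX3 ranked 412 of 19583 genes, and 167 among the 9896 above that percentile in both groups. CD24, at a measured 0.84, ranked 12 among all genes, but its vector mean lay below that percentile, so this rank is not exact. The direction of both was upward, as it was for ADRA2A, GRIK2 and CXCR7 of Fig. 2. CD24 passed with housekeeping centring (adjusted p = 0.032) and with the methods' t-test unadjusted (p = 0.027, a test on 2 arrays against 2, where an exact permutation test cannot go below 0.33), and TOX3 passed in no setting.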

Other observations

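Genes of the amino acid and endoplasmic reticulum stress response, the cell cycle and the androgen response were lower as sets in the arrays labelled LNCaP-ERG with a preset correlation. None of these 3 lists passed with an estimated one, a version that could hardly pass with 2 residual degrees of freedom. Of 16 stress response genes, none passed limma over all genes (0 higher and 9 lower at an unadjusted p under 0.05) and 5 were lower adjusted over the list alone (limma's camera, adjusted p = 2.46e-06; adjusted p = 0.62 with an estimated correlation). TRIB3 (log2 fold change -0.49), CHAC1 (-0.57), ATF3 (-0.41) and SESN2 (-0.38), targets of the transcription factor ATF4, had the smallest p. Of 25 cell cycle genes, 23 had a log2 fold change below 0 and none passed over all genes (0 higher and 5 lower at an unadjusted p under 0.05) or adjusted over the list alone (camera, adjusted p = 2.46e-06; adjusted p = 0.62 with an estimated correlation); CCNE2 (-0.52), MCM4 (-0.42), RRM2 (-0.28) and MKI67 (-0.22) led. Of 20 androgen receptor target genes, none passed over all genes (1 higher and 6 lower at an unadjusted p under 0.05), and adjusted over the list alone 4 were lower and 1 was higher (camera, adjusted p = 0.0014; adjusted p = 0.62 with an estimated correlation). FKBP5 (-0.49), PMEPA1 (-0.38), ZBTB10 (-0.35) and STEAP4 (-0.71) were lower over the list, and NDRG1 (0.45), which also belongs to the hypoxia list, was higher. The hypoxia list had 8 of 9 genes above 0 and none past the threshold over all genes (3 higher and 0 lower at an unadjusted p under 0.05; NDRG1 adjusted over the list alone; camera, adjusted p = 0.0095; adjusted p = 0.62 with an estimated correlation), with ADM at 0.37 and SLC2A1, the glucose transporter, at 0.24. STEAP4 and ADM lay below 5.16, the 95th percentile of genes of other organs, in both groups, so their values are measured changes near background. Without the members shared with the other lists that passed, a setting chosen after seeing the data, the stress list still passed (camera with a preset correlation, adjusted p = 2.52e-04) and the hypoxia list, without NDRG1, did not (adjusted p = 0.065). For the androgen list this setting tests nothing, since it takes out only NDRG1, a member that goes the other way. The androgen list did not pass without the first vector array (adjusted p = 0.065), nor the hypoxia list without that array (adjusted p = 0.17) or without the second array labelled LNCaP-ERG (adjusted p = 0.10).

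The paper measured metabolites in the same line; the genes of those pathways are given here as array values. None of the 16 genes of glutamate synthesis, use and transport passed over all genes or adjusted over the list alone (0 higher and 5 lower at an unadjusted p under 0.05; camera downward, adjusted p = 0.025; adjusted p = 0.62 with an estimated correlation). The list was led by SLC7A11 (-0.53), SLC1A5 (-0.34), ASNS (-0.25) and OAT (-0.38), of which SLC7A11 and ASNS are also stress genes. Without the members shared with that list, a setting chosen after seeing the data, it did not pass (camera, adjusted p = 0.28). Nor did it without the first array labelled LNCaP-ERG (adjusted p = 0.10) or the second vector array (adjusted p = 0.13). Of 23 genes of choline and acetylcholine metabolism none passed over all genes (3 higher and 1 lower at an unadjusted p under 0.05), and BCHE was higher adjusted over the list alone (camera, adjusted p = 0.24); SLC5A7, the choline transporter of cholinergic neurons, had 0.40. In the kynurenine pathway to quinolinate, AFMID, a formamidase of its early part, was lower adjusted over the list alone (-0.46), and IDO1, which opens the pathway, had 0.37 (camera, adjusted p = 0.67). Glycolysis and gluconeogenesis had 17 of 23 genes above 0 (camera, adjusted p = 0.081), led by PFKP (0.37), PCK2 (-0.29), ALDOC (0.28) and ENO2 (0.28), and purine and pyrimidine synthesis had 15 of 21 below 0 (camera, adjusted p = 0.082). SLC5A7, AFMID and IDO1 lay below that percentile in both groups, so their values too are measured changes near background. In the kynurenine, glycolysis and purine lists limma called none over all genes, with 1 higher and 1 lower, 5 higher and 1 lower, and 0 higher and 2 lower at an unadjusted p under 0.05.

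CHRM3, a muscarinic acetylcholine receptor, had a log2 fold change of -0.59 (adjusted p = 0.22 over all genes by limma) and was lower adjusted over the 5 muscarinic receptors alone. DDC belongs to the list of 14 measured neuroendocrine markers, where it was the 1 that passed; ENO2 (0.28), SYP (-0.45) and UCHL1 (-0.23) did not, and the list as a set did not pass (camera, adjusted p = 0.96). Of 17 mesenchymal genes, adjusted over the list alone, VIM (0.55), COL1A1 (0.38) and FN1 (0.41) were higher and TWIST1 (-0.50), SNAI2 (-0.55) and SPARC (-0.29) lower, with none over all genes (3 higher and 3 lower at an unadjusted p under 0.05; camera, adjusted p = 0.36). Among 11 luminal markers ACP3 (0.56) was higher and KRT19 (-0.43) lower adjusted over the list alone (camera, adjusted p = 0.55). Of the markers of other lines, TFF3 (0.58) of the 8 VCaP markers and VIM of the 13 PC3 markers were higher adjusted over the list alone (camera, adjusted p = 0.67 and 0.36). Among voltage-gated calcium channel subunits CACNB3 (0.47) was higher, and among basal markers DST (-0.40) was lower, adjusted over the list alone (camera, adjusted p = 0.26 and 0.67). SYP, UCHL1, SPARC and KRT19 lay below that percentile in both groups.

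The other lists did not pass camera either. The adjusted p was 0.26 for ionotropic glutamate receptors, 0.38 for nicotinic receptors, 0.38 for genes known to be high in ERG-positive prostate cancer or to be targets of ERG, and 0.67 each for adrenergic, metabotropic glutamate, GABA and glycine, dopamine and serotonin, and muscarinic receptors. It was 0.81 for epithelial adhesion genes, and 0.96 each for interferon-stimulated genes, leukocyte and endothelial markers and WNT targets.

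Across the 35 receptors, which are not independent replicates, the array log2 fold change and log2 of the paper's fold in Table S1 had a Spearman rho of 0.10 (permutation p = 0.58) and a Pearson r of 0.20 (permutation p = 0.24), the only relation of this kind computed. Of the paper's folds, 5 rest on 1 shared control value, the lowest of Table S1. Those of GRIK1 (1.06e-05), GRIA3 (1.36e-05) and CHRNB1 (2.14e-05) rest on control values close above it. Without CHRNA3 and CHRNB2, the receptors farthest from the median of Table S1, r was 0.21 (permutation p = 0.24). The median fold over these receptors was 10.4 in the paper's Table S1 and 1.04 on the arrays.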
